# Sex-Biased miRNAs in Gonad and Their Potential Roles for Testis Development in Yellow Catfish

**DOI:** 10.1371/journal.pone.0107946

**Published:** 2014-09-17

**Authors:** Jing Jing, Junjie Wu, Wei Liu, Shuting Xiong, Wenge Ma, Jin Zhang, Weimin Wang, Jian-Fang Gui, Jie Mei

## Abstract

Recently, YY super-male yellow catfish had been created by hormonal-induced sex reversal and sex-linked markers, which provides a promising research model for fish sex differentiation and gonad development, especially for testis development. MicroRNAs (miRNAs) have been revealed to play crucial roles in the gene regulation and gonad development in vertebrates. In this study, three small RNA libraries constructed from gonad tissues of XX female, XY male and YY super-male yellow catfish were sequenced. The sequencing data generated a total of 384 conserved miRNAs and 113 potential novel miRNAs, among which 23, 30 and 14 miRNAs were specifically detected in XX ovary, XY testis, and YY testis, respectively. We observed relative lower expression of several miR-200 family members, including miR-141 and miR-429 in YY testis compared with XY testis. Histological analysis indicated a higher degree of testis maturity in YY super-males compared with XY males, as shown by larger spermatogenic cyst, more spermatids and fewer spermatocytes in the spermatogenic cyst. Moreover, five miR-200 family members were significantly up-regulated in testis when treated by 17α-ethinylestradiol (EE2), high dose of which will impair testis development and cell proliferation. The down-regulation of miR-141 and 429 coincides with the progression of testis development in both yellow catfish and human. At last, the expression pattern of nine arbitrarily selected miRNAs detected by quantitative RT-PCR was consistent with the Solexa sequencing results. Our study provides a comprehensive miRNA transcriptome analysis for gonad of yellow catfish with different sex genotypes, and identifies a number of sex-biased miRNAs, some of that are potentially involved in testis development and spermatogenesis.

## Introduction

microRNAs (miRNAs), a class of small non-coding RNAs (∼18–26 nt), have been known to be involved in mRNA degradation and post-transcriptional repression [1]. Most mature miRNA sequences are conserved among fish, amphibians, birds and mammals[2]. miRNAs have been revealed to play important roles in many biological processes, such as tissue development, cell proliferation and differentiation [3]. In vertebrates, a subset of miRNAs, such as miR-430 and miR-196 are specifically expressed and functioning during early embryonic development [4], [5]. Fish miR-430 regulates early primordial germ cell development by regulating *sdf1a*, *cxcr7*, *TDRD7*, *nanos1* and *c1q-like* expression [6]–[9]. In adults of chicken and cattle, some miRNAs have been identified abundantly expressed in gonadal tissues [10], [11]. Let-7 regulates ageing of the Drosophila testis stem-cell niche by targeting IGF-II messenger RNA binding protein [12]. However, the regulatory and functional roles of miRNAs in gonad development have not been clear in teleosts yet.

In aquaculture, many fish species display significantly different growth rate between male and female. For example, in yellow catfish (*Pelteobagrus fulvidraco*), Nile tilapia (*Oreochromis niloticus*), African catfish (*Clarias gariepinus*), and channel catfish (*Ictalurus punctatus*), male exhibits much faster growth rate than female sibling [13]–[16]. While female growth much faster than male in some other aquaculture fishes, such as gibel carp (*Carassius auratus gibelio* Bloch), rainbow trout (*Oncorhynchus mykiss*) and half-smooth tongue sole (*Cynoglossus semilaevis*) [17]–[19]. The productions of mono-sex groups of fish can be accomplished by sex-reversal technology and subsequently improve fish production. Recently, YY super-male yellow catfish was successfully created by crossing XY male with hormonal-induced XY female, and then identified by sex-linked SCAR markers [20]–[22]. However, the molecular mechanism of gonad development is unknown in yellow catfish.

The miRNA expression profile in male and female gonad of yellow catfish has not been explored. Here, we performed deep sequencing using solexa technology on 3 types of gonad (XX females, XY males and YY males). Also, we investigated miRNA expression using quantitative real-time PCR (RT-qPCR). We found sexually dimorphic expression of many miRNAs, some of which have also been observed to have a sex-dependent expression pattern in other vertebrates. Our results indicate a wide conservation of miRNAs in teleost and suggest their possible roles in vertebrate testis development.

## Materials and Methods

### Fish samples

Experiments were performed on one-year-old yellow catfish individuals (four females, four males and three YY super-males) with the same age and under the same culturing conditions. Their sex was confirmed by histological analysis and PCR with sex-linked primers as described previously [23]. The males and super-males are of the same size and weight. Experimental protocols used here were approved by the institution animal care and use committee of Huazhong Agricultural University. Hematoxylin and eosin (HE) staining was performed according to previously described [24].

### RNA isolation, small RNA library preparation and sequencing

Gonad tissues were taken from each individual of 4 XX females, 4 XY males, 3 YY super-males. To prevent potential cell contamination, the gill of healthy yellow catfish was cut to remove most of the blood, and the gonad tissues were washed with fresh PBS for three times. Total RNA was isolated from each sample by a Qiagen miRNeasy Mini Kit (Qiagen, USA) and treated by RNase-Free DNase to eliminate potential DNA contamination, and then standardized to a concentration of 1 µg/µL. RNA from the same type tissues was combined into one RNA pool, whose quality and quantity was measured with NanoDrop 2000 and Agilent 2100 Bioanalyzer. Three small RNA libraries were constructed with these three RNA pools using the TruSeq Small RNA Sample Preparation Kits. Briefly, total RNA was ligated with a 3′ RNA adaptor and then with a 5′ RNA adaptor. PCR amplification after reverse transcription was performed to enrich the fragments that had adaptors on both ends. Subsequently, the cDNA constructs were purified and enriched with 6% denaturing polyacrylamide gel electrophoresis to isolate the expected size fractions (∼140–155 bp) and eliminate dimerized adaptors, unincorporated primers and primer dimer products. The quality of three libraries was assessed on a Bio-analyzer and confirmed by a narrow normal distribution centered around the expected size, indicating that there is no contamination of other length of sequence. Finally, these three RNA libraries were sequenced using an Illumina/Solexa Genome Analyzer at Shanghai OE Biotech Company.

### Sequencing data analysis

Raw reads obtained from Solexa sequencing were processed obtain clean reads by summarizing data production, evaluating sequencing quality. After removing adapter sequences and low-quality reads, high-quality reads between 16 and 30 nt in length were processed for bioinformatics analysis with a proprietary software package: ACGT101-miR v4.2 (LC Sciences, Houston, USA). The sequencing sequences (sequ-seqs) were searched against pre-miRNA (pre-miR) and mature miRNA (miR) sequences from selected species (Deuterostoma) listed in the miRBase v20.0 (http://www.mirbase.org/). Reads mapped to mRNA in NCBI Genebank, non-coding RNAs (rRNA, tRNA, snoRNA, snRNA and others) in Rfam (http://rfam.janelia.org) and repetitive sequence elements in RepBase (www.girinst.org/repbase) were removed before further analysis. The retain reads were aligned to *Danio rerio* genome and EST sequences as primary source of reference since the *P. fulvidraco* genome was not available. Flanking sequences from each mapping locus were subjected to secondary structure analysis using RNAfold (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi) with the default folding criteria. The detailed mapping process was performed as previously described [25]. Then, the nohit reads were blasted against the piRNA database download from piRNA cluster-database (http://www.uni-mainz.de/FB/Biologie/Anthropologie/492_ENG_HTML.php) and piRNA Bank (http://pirnabank.ibab.ac.in/request.html) and to identify homology piRNA. No more than one mismatch and E-value below 10^−4^ were set as a criterion. All small RNA data has been deposited into the NCBI Gene Expression Omnibus database (Database ID: GSE54610).

### Differential expression profile of miRNAs among three libraries

To compare the differentially expressed miRNAs in the three libraries of gonad, each identified miRNA read was normalized to the total number of miRNA reads in each library and multiplied by a million. If the normalized expression (NE) of a certain miRNA was lower than 1 in all three group, further differential expression analysis was conducted without this miRNA. Results of the Audic–Claverie test, Fisher exact test, and Chi-squared 2×2 test with a Bonferroni correction for multiple comparisons and a p-value <0.05 indicated a unique miRNA differentially expressed. After normalized miRNA read count, the log_2_fold-change and *p*-value were calculated from the NE data. We compared the statistical significance of miRNA expression between every two libraries. When the NE of a certain miRNA was zero in one group, we considered that it was sex-specific in another group. Among every two groups, when *p*-value <0.05, meanwhile log_2_fold-change >1.0 or <−1.0, a specific miRNA was designated as up-regulated or down-regulated. Scatter plots were used to demonstrate differentially expressed miRNA between every two groups. When the normalized expression of a certain miRNA was zero between two groups, we revised its expression value to 0.01. Expression heatmap of the yellow catfish miRNAs and hierarchical clustering for miRNAs were constructed by R version 3.0.2.

### Estrogen treatment

One-year-old male yellow catfish (mean weight 100±5 g) were selected for treatment. Hormone-treated group fish were intraperitoneal injected with 17α-ethinylestradiol (EE2, Sigma–Aldrich) at a dose of 10 µg/g body weight. EE2 were dissolved in dissolved in 5% ethanol/95% saline. Control group fish were injected with ethanol/saline solution alone. Each group of fish was reared under a natural photoperiod (approximately 14 h light/10 h darkness) in the laboratory facility where water was aerated and maintained at 26°C. At 12, 36, 72 and 96 hours post treatment, more than three fish testes of each group were sampled together and immediately stored in liquid nitrogen container for RNA extraction.

### Quantitative Real Time-PCR

Quantitative real-time PCR (qRT-PCR) with iTaq Universal SYBR Green Supermix (Bio-Rad) was performed to profile the expression level of arbitrarily selected miRNAs in three libraries, as previously described [26]. Briefly, 1 µg of total RNA was reverse transcribed by using NCode VILO miRNA cDNA Synthesis Kit (Invitrogen). All real-time reactions were run using the CFX96 Touch Real-Time PCR Detection System (Bio-Rad). Specificity of amplification for each reaction was analyzed by dissociation curves using CFX manager software (Bio-Rad). The expression of miRNAs was normalized to that of 5.8 s using the 2 (−delta delta C(T)) method [27]. Each experiment was performed in triplicate.

### Statistical analysis

For statistical analysis, data was shown as mean ± SD for three independent experiments. The data was assessed by the Student's t-test. A probability (P) of <0.05 was considered statistically significant.

## Results

### Small RNA analysis in three libraries

In order to identify sex-biased small RNA in yellow catfish, three small RNA (sRNA) libraries representing gonad of XX females, XY males and YY super-males were constructed with pooled total RNA and subjected to Solexa sequencing, respectively. 

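Small RNA of the gonads of one-year-old yellow catfish was sequenced as 1 library per genotype, made from the pooled RNA of 4 XX ovaries, 4 XY testes and 3 YY testes. YY super-males carry a pair of Y chromosomes. Because each genotype was a single library, no difference between genotypes had a replicate check, and the tests on reads given at the results compare these libraries, not the genotypes. The authors removed adaptors and junk reads and kept 11882064 high quality reads from XX ovary, 16313378 from XY testis and 6398083 from YY testis (the paper's Table S1). They mapped these reads to miRBase precursors and to the zebrafish genome with the ACGT101-miR software. The deposited tables list the sequences that fell into the miRNA groups of that mapping, each with its precursor, the arm it came from, the copies of the sequence and the read count of that arm, which was split evenly over precursors that the same reads fit. The deposited counts were not normalized. RPM is used for reads scaled to 1000000 miRNA reads of the library, the normalized expression (NE) of the methods. The counts summed to 1857845 miRNA reads in XX ovary, 4527820 in XY testis and 1283923 in YY testis, so that 1 read stood for 0.538, 0.221 and 0.779 RPM. The smallest expression that 3 reads could show was 1.61 RPM in XX ovary, 0.663 in XY testis and 2.34 in YY testis. Intervals of RPM are Wilson 95% confidence intervals. These and the floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules.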

A total of 35,873,807 raw reads were obtained from the three sRNA libraries. After removing adaptor sequences, junk reads and filtering length of sequences, 34,593,525 high quality reads were retained for mapping analysis (Table S1). Subsequently, we analyzed the length distribution based on distinct sequences to assess the sequencing quality (Figure 1). The length distribution of high quality reads was similar among the three libraries and displayed two peaks. One peak at 22–23 nt represents the typical size of Dicer-derived products. Another peak at 26–28 nt is corresponding to PIWI-interacting RNAs (piRNAs), which repress transposable elements and control animal gonads and germ line development [28]–[30].

**Figure 1:**
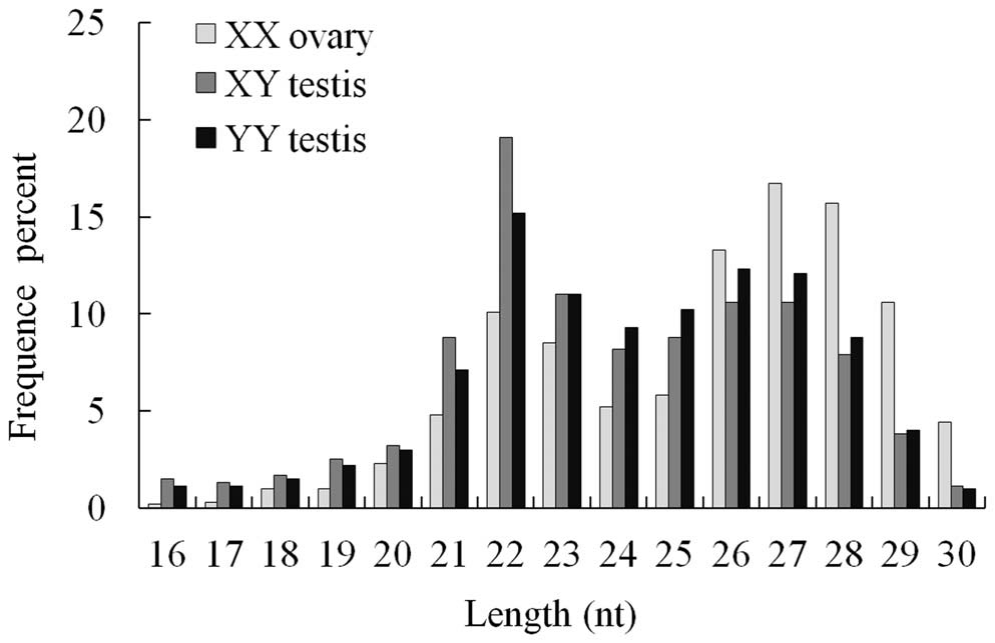
Length distribution of high quality reads in three sequenced small RNA libraries.

After mapping analysis with ACGT101-miR v4.2 software, the high-quality sequencing sequences (sequ-seqs) could be assigned to several groups based on their hits (Table S2). In our data, certain known types of RNA sequences (e.g., mRNA, rRNA, tRNA, snRNA, snoRNA and repetitive sequence elements) were recognized by referring to Rfam and RepBase, and summarized respectively in Figure S1 and Table S3. The relative low proportion of unknown small RNA in data of mRNA, Rfam and RepBase indicated the high-quality of these libraries. Sequ-seqs that could not be mapped to zebrafish genome or their mapped sequence cannot form miRNA hairpin precursor were excluded from miRNA analysis, so that potential cell contamination will be eliminated for miRNA analysis. Due to lack of yellow catfish genome, more than half mapping reads were classified as nohit group, from which we found 500, 410 and 391 piRNA homology sequences, respectively corresponding to 44.3%, 35%, 34.7% of nohit group in XX, XY and YY sRNA libraries. 

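In the deposited tables, miRNA reads made up 15.6% of the high quality reads in XX ovary, 27.8% in XY testis and 20.1% in YY testis. The Wilson 95% intervals were 15.6 to 15.7%, 27.7 to 27.8% and 20.0 to 20.1%. Most of them mapped to miRBase precursors that also map to the zebrafish genome, with 1785894 reads in XX ovary, 4387534 in XY testis and 1231513 in YY testis. Reads that matched a known miRNA but had no match in the zebrafish genome numbered 22644, 22408 and 7842. The other group without a match in the zebrafish genome held 2175, 1450 and 516 reads. Reads that matched only a predicted hairpin in the zebrafish sequence numbered 9396, 32753 and 13679.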

Finally, 2,401,304 (XX ovary), 5,391,902 (XY testis) and 1,662,992 (YY testis) sequ-seqs were used for the following miRNA annotation and analysis.

### Characterization of miRNAs in yellow catfish gonad

To identify conserved miRNAs in the gonads of yellow catfish, we aligned the above collected sequ-seqs with currently known mature Deuterostoma miRNAs in miRBase allowing no more than one mismatches. There were 345 sequences mapped to the miRs and pre-miRs of selected species in the miRBase, and these pre-miRs were further mapped to the *Danio rerio* genome. In addition, another 94 sequences were mapped to the miRs and pre-miRs in miRBase, and the extended sequences could potentially form hairpins, whereas these 94 sequences mapped pre-miRs could not mapped to the *Danio rerio* genome. Totally, we identified 384 conserved miRNAs, of which 322, 372 and 348 miRNAs were expressed in XX ovary, XY testis and YY testis (Table S4).

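Each miRNA of Table S4 was matched to the deposited tables by its sequence and, where a library listed another isoform, by the same arm of the same or an overlapping precursor. Of the 384 conserved miRNAs, 315 had at least 1 read in XX ovary, 365 in XY testis and 339 in YY testis. Conserved and predicted miRNAs together took 96.7%, 97.4% and 96.5% of the miRNA reads. The sequence itself was found for 284, 405 and 357 of the 497 miRNAs, and another isoform of the same precursor arm for 72, 27 and 33.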

Subsequently, we identified 113 novel miRNAs which are unmapped to any known pre-miRs but mapped to the *Danio rerio* genome and the corresponding extended genome sequences could potentially form hairpins structures (Table S4). 

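Among the 113 predicted miRNAs without a known precursor, 48 had at least 1 read in XX ovary, 69 in XY testis and 57 in YY testis.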

Of the 113 novel miRNAs, 68, 82 and 82 unique miRNAs were distributed in XX ovary, XY testis and YY testis, respectively. In total, 497 unique miRNAs composed of 384 conserved miRNAs and 113 novel miRNAs were discovered in yellow catfish.

### Identification of sex-biased miRNA between ovary and testis

To identify sex-biased miRNAs that may play critical regulatory roles in sex differentiation of yellow catfish, we analyzed the distribution of miRNAs between XX ovary, XY testis and YY testis libraries (Figure 2). It was showed that 347 of 497 miRNAs (69.8%) were co-expressed in all three libraries, while 23 (4.6%), 30 (6%) and 14 (2.8%) miRNAs were only expressed in XX ovary, XY testis and YY testis, respectively (Figure 2 and Table S4). In addition, 63 miRNAs are specially expressed in both XY and YY testis, whereas there is no detection in XX ovary. 

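At 1 read or more, 488 of the 497 miRNAs were detected in at least 1 library and 315 in all 3. In XX ovary only, 31 miRNAs were detected, with a median of 2 reads. Of these, 25 were predicted miRNAs, 24 had 3 reads or fewer, and the largest, miR-novel17, had 31 reads. In XY testis only, 48 miRNAs were detected, with a median of 5 reads and at most 56.5 reads (miR-18a-3p). The 19 miRNAs found only in YY testis had a median of 3 reads and at most 12 (miR-novel84). A minimum of 10 reads instead of 1 moved the sets of XX ovary and YY testis most, to 11 and 1 miRNAs. The set of XY testis moved most, to 38, when the libraries were thinned to the reads of YY testis. At such counts, absence from another library could not be told from low expression for the miRNAs with 3 reads or fewer. For XY testis the limit reached further, because 1 read stood for 0.221 RPM there and the floor of YY testis was 2.34 RPM. Of the 48 miRNAs found only in XY testis, 11 had 10 reads or more, and those with fewer lay below that floor. In addition, 8 of the miRNAs found only in XX ovary, 18 of those found only in XY testis and 6 of those found only in YY testis have an NE above 0 in Table S4 in another library, where less than 1 read was matched to them here.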

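Both testis libraries and not XX ovary held 58 miRNAs, 27 of them predicted. Their median was 9 reads in XY testis and 3 in YY testis. In XY testis 28 of them had 10 reads or more, the most being 149 for miR-novel77. In YY testis 10 had 10 reads or more, led by miR-1246-3p with 113. Table S4 gives an NE above 0 in XX ovary for 12 of the set, to which less than 1 read of XX ovary was matched here. The sequences called miR-200c-5p, miR-429a-5p and miR-429b-5p belonged to this set.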

The amount of miRNAs in XY testis (454, 91.3%) and YY testis (430, 86.5%) are higher than that in XX ovary (390, 78.5%), which implies that there are more conserved and novel miRNAs functioning in the male sex specification.

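At 1 read or more, 363 miRNAs were detected in XX ovary, 434 in XY testis and 396 in YY testis. XX ovary had more miRNA reads than YY testis (1857845 against 1283923). When the larger libraries were thinned in 1 random draw to the miRNA reads of YY testis, 354 miRNAs remained in XX ovary and 405 in XY testis. With a minimum of 10 reads, the counts were 255, 337 and 275, and after thinning 239, 274 and 275. The 10 most abundant miRNAs took 61.5% of the miRNA reads in XX ovary, 51.1% in XY testis and 48.7% in YY testis. From the larger numbers in the testis libraries, the paper reasons that more miRNAs function in male sex specification.

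**Figure D1:**
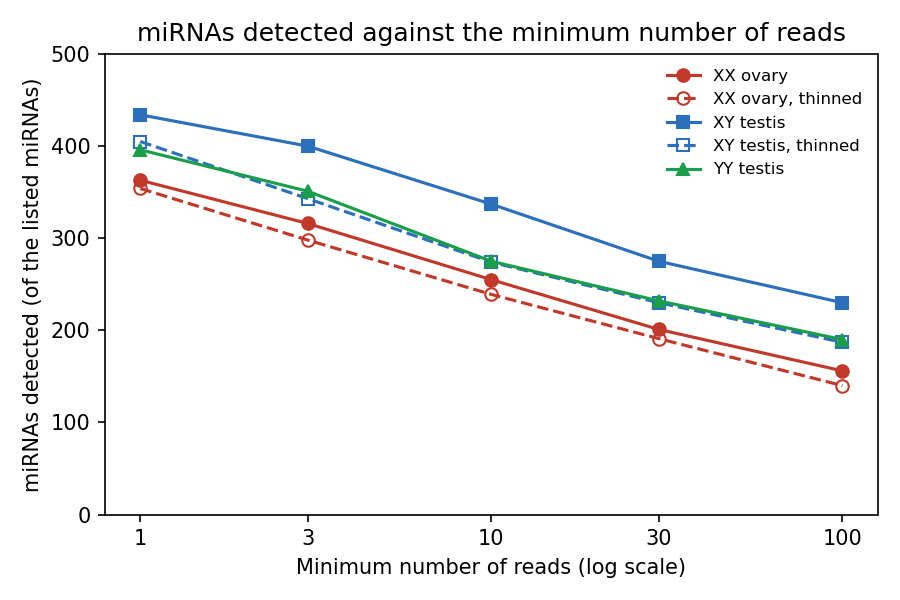
Number of the 497 listed miRNAs detected (vertical axis) against the minimum number of reads required (horizontal axis, log scale) in the XX, XY and YY libraries. Solid lines show the full libraries and dashed lines XX ovary and XY testis thinned to the reads of YY testis. At 100 reads, 156, 230 and 190 miRNAs remain in the full libraries.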

**Figure 2:**
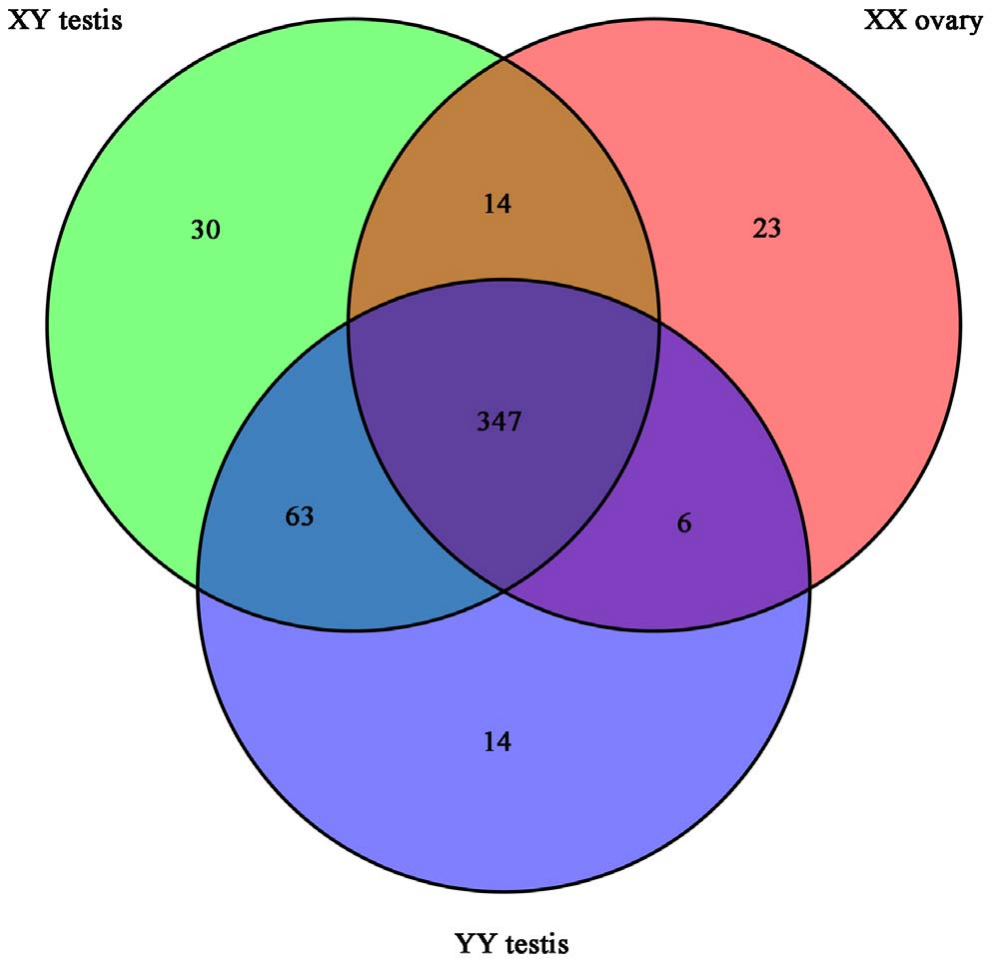
Venn diagram comparing the expression distribution of miRNAs in XX ovary, XY testis and YY testis. Numbers in parentheses represents number of co-expressed or differentially expressed miRNAs.

We further compared the transcriptional level of co-expressing miRNAs between XY and XX library (XY/XX) or between YY and XX library (YY/XX), to define miRNAs related to testis or ovary differentiation (Table S5 and Figure 3). Analysis of 361 co-expressing miRNAs in XY/XX demonstrated that 204 miRNAs were significantly differentially expressed in both libraries. 

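Reads of each miRNA in XY testis and XX ovary were compared with Fisher's exact test (two-sided) against all other miRNA reads of the libraries, with Bonferroni correction. Of 328 miRNAs with reads in both, 324 reached an NE of 1 in at least 1 library and were tested, and 186 had an adjusted p under 0.05 and a log2 fold change above 1 or below -1. The number was lowest, 156, with at least 10 reads required in each library, and highest, 214, without correction for multiple tests.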

Of these 204 miRNAs, 144 and 60 miRNAs were up-regulated and down-regulated in the XY testis compared to the XX ovary. 

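XY testis had higher expression for 146 of these miRNAs and lower expression for 40. The median log2 fold change over all tested miRNAs was 1.24, so the split depended on the scaling. With median-of-ratios scaling, which sets the median ratio of the libraries to 1, it moved most, to 70 up-regulated and 88 down-regulated miRNAs. The largest rises among miRNAs with at least 100 reads were those of a sequence listed as miR-9-3p, from 3 to 329 reads (log2 fold change 5.49, adjusted p = 4.9e-42 from Fisher's exact test), miR-129-3p (log2 fold change 5.28) and miR-132-3p (log2 fold change 5.14). The other sequence listed as miR-9-3p was far more frequent, with 991.5 reads in XX ovary and 34184.5 in XY testis (log2 fold change 3.82). The largest falls were those of miR-146a-5p (log2 fold change -4.10), miR-146b-5p (-3.07) and miR-22-3p (-2.80). The last had 565 reads in XX ovary and 198 in XY testis. The more frequent miR-22a-3p and miR-22b-3p had log2 fold changes of -0.60 and 2.26.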

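In the comparison of YY testis with XX ovary, made the same way, 319 miRNAs had reads in both libraries, 314 were tested and 161 passed both thresholds, 135 up-regulated and 26 down-regulated in YY testis. Median-of-ratios scaling moved the split most, to 69 up-regulated and 61 down-regulated. Among miRNAs with at least 100 reads, the largest rises were those of the same rare sequence listed as miR-9-3p (log2 fold change 5.59), miR-novel98 (5.35) and miR-7641-2-5p (5.27), and the largest falls those of miR-146a-5p (-3.57), miR-146b-5p (-2.49) and miR-10a-5p (-2.48). The more frequent sequence listed as miR-9-3p had a log2 fold change of 3.56. Over the miRNAs tested against XX ovary in both testis libraries, 128 were up-regulated in both, 24 were down-regulated in both, and 0 passed in opposite directions. Both comparisons used the same XX ovary library, so they are not independent and this agreement in direction is no separate check.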

Also, we observed that 182 of 353 co-expressed miRNAs in YY/XX were significantly differentially expressed, with 128 miRNAs up-regulated and 54 miRNAs down-regulated in the YY testis compared to the XX ovary. In addition, we found three most abundant miRNAs (miR-146a, -21, -462) in XX ovary, and four most abundant miRNAs (miR-26a, -7g, -200a, -200b) in XY testis and YY testis. These sex-enriched miRNAs (except miR-26a in YY testis) had at least 2-fold difference in expression between male and female gonads. Moreover, seven dominant expression miRNAs in all three libraries are miR-100, -126a-3p, -202-5p, -30e, -143, -99, and 30d. It was noticeable that expression levels of miR-21-5p, miR-21-3p and miR-462-5p are more than 4-fold in XX ovary as compared to XY testis and YY testis (Table S5). 

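In XX ovary, miR-146a-5p was the most abundant miRNA with 163335 RPM (95% interval 162805 to 163868), against 9526 in XY testis and 13761 in YY testis. There miR-21-5p ranked 3 with 72008 RPM, and miR-462-5p ranked 14 with 19728. In both testis libraries miR-26a-5p ranked 1, with 98597 RPM in XY testis and 88247 in YY testis. In XY testis, let-7g-5p ranked 5 (44284 RPM), miR-200a-3p ranked 11 (25856) and miR-200b-3p ranked 13 (20806). In YY testis their ranks were 8, 17 and 18, with 37969, 18195 and 17922 RPM.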

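For miR-26a-5p, expression was 3.45-fold that of XX ovary in XY testis and 3.09-fold in YY testis. With median-of-ratios scaling its log2 fold change fell below 1 in both comparisons, to 0.61 for XY testis and 0.51 for YY testis. Expression of let-7g-5p was 5.52-fold that of XX ovary in XY testis and 4.73-fold in YY testis. It was 8.52-fold and 6.00-fold for miR-200a-3p, and 6.91-fold and 5.95-fold for miR-200b-3p. In the other direction, XX ovary had 17.1 times the miR-146a-5p of XY testis and 11.9 times that of YY testis.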

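Of these miRNAs, miR-100-5p had 108485, 72825 and 69065 RPM in the XX, XY and YY libraries. For miR-99-5p the values were 45050.1, 74697 and 61708 RPM, for miR-126a-3p 42371, 37525 and 39549, and for miR-202-5p 27133, 47597 and 43944. The lowest ranks among them were those of miR-30d-5p, which ranked 15, 12 and 11, and miR-143-3p, which ranked 13, 14 and 12.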

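In RPM, XX ovary had 4.00 times the miR-21-5p of XY testis and 2.75 times that of YY testis. For miR-21-3p the ratios were 3.09 and 2.85, from 3128 reads in XX ovary, 2468 in XY testis and 759 in YY testis. For miR-462-5p they were 3.79 and 2.19. The adjusted p of miR-21-3p was 7.2e-175 against YY testis (Fisher's exact test with Bonferroni correction). With median-of-ratios scaling the log2 fold changes were largest, -3.18 and -2.58 for miR-21-5p in XY testis and YY testis. When scaled to high quality reads, miR-21-3p in XY testis (-0.80) and miR-462-5p in YY testis (-0.77) no longer passed the fold-change threshold.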

Intriguingly, we found that miR-200 family had a male-bias expression in yellow catfish. 

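Of the 13 miR-200 family members in Table S4, 10 had reads in both XX ovary and XY testis, and their median log2 fold change in XY testis was 2.94 (95% interval from resampled reads 2.92 to 3.20). For YY testis against XX ovary it was 2.66 (2.55 to 2.85), also over 10 members. These medians lay at percentiles 99.8 and 99.7 among 10000 random lists of as many miRNAs matched on mean expression, whose medians centred on 1.12 and 1.07. The percentiles describe these libraries and are not p-values. Members that are arms of a shared precursor or overlap in sequence move together, while the random lists drew miRNAs separately. The percentiles can therefore look more extreme than those of unrelated miRNAs. With median-of-ratios scaling, which moved them most, the medians were 1.76 and 1.54. The remaining members, miR-200c-5p, miR-429a-5p and miR-429b-5p, had no read in XX ovary, where 3 reads correspond to 1.61 RPM.

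**Figure D2:**
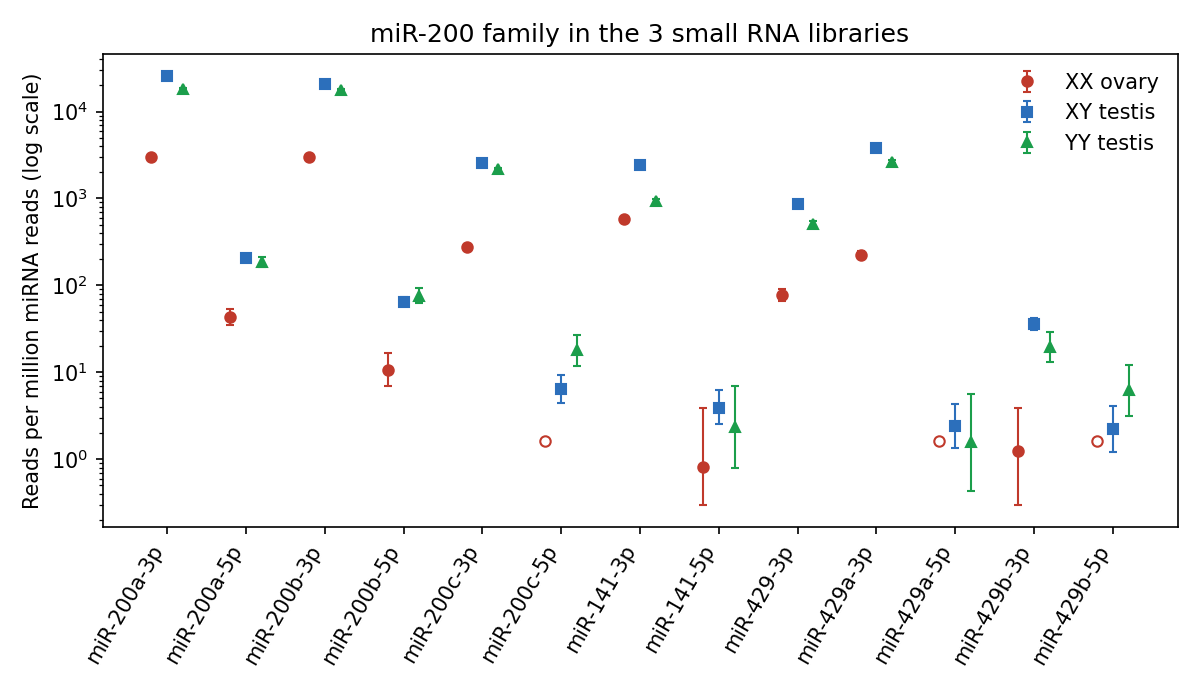
Reads per 1000000 miRNA reads (RPM, vertical axis, log scale) of each miR-200 family member in XX ovary (circles), XY testis (squares) and YY testis (triangles), 1 library each, with Wilson 95% intervals. Open symbols mark members without a read, drawn at the value of 3 reads. Expression of miR-200a-3p was 3033 RPM in XX ovary, 25856 in XY testis and 18195 in YY testis.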

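Expression of miR-200a-3p rose from 3033 RPM in XX ovary to 25856 in XY testis and 18195 in YY testis (log2 fold changes 3.09 and 2.58). The log2 fold changes in XY testis and YY testis were 2.79 and 2.57 for miR-200b-3p and 3.21 and 2.99 for miR-200c-3p. Of the star sequences, miR-200a-5p had 79.5, 925.5 and 239 reads in the XX, XY and YY libraries, with log2 fold changes of 2.26 and 2.12 and adjusted p-values of 4.6e-59 and 2.3e-32 (Fisher's exact test). For miR-200b-5p, with 20, 293 and 97 reads, they were 2.59 and 2.81. The sequence miR-200c-5p had no read in XX ovary, 29 in XY testis and 23 in YY testis, and was not tested against XX ovary because both libraries must have reads. The tested members passed both thresholds under each scaling and count definition tried.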

The expression of six miR-200 members (miR-200a, -b, -c and their star sequences) in XY testis and YY testis are all significantly higher than XX ovary.

**Figure 3:**
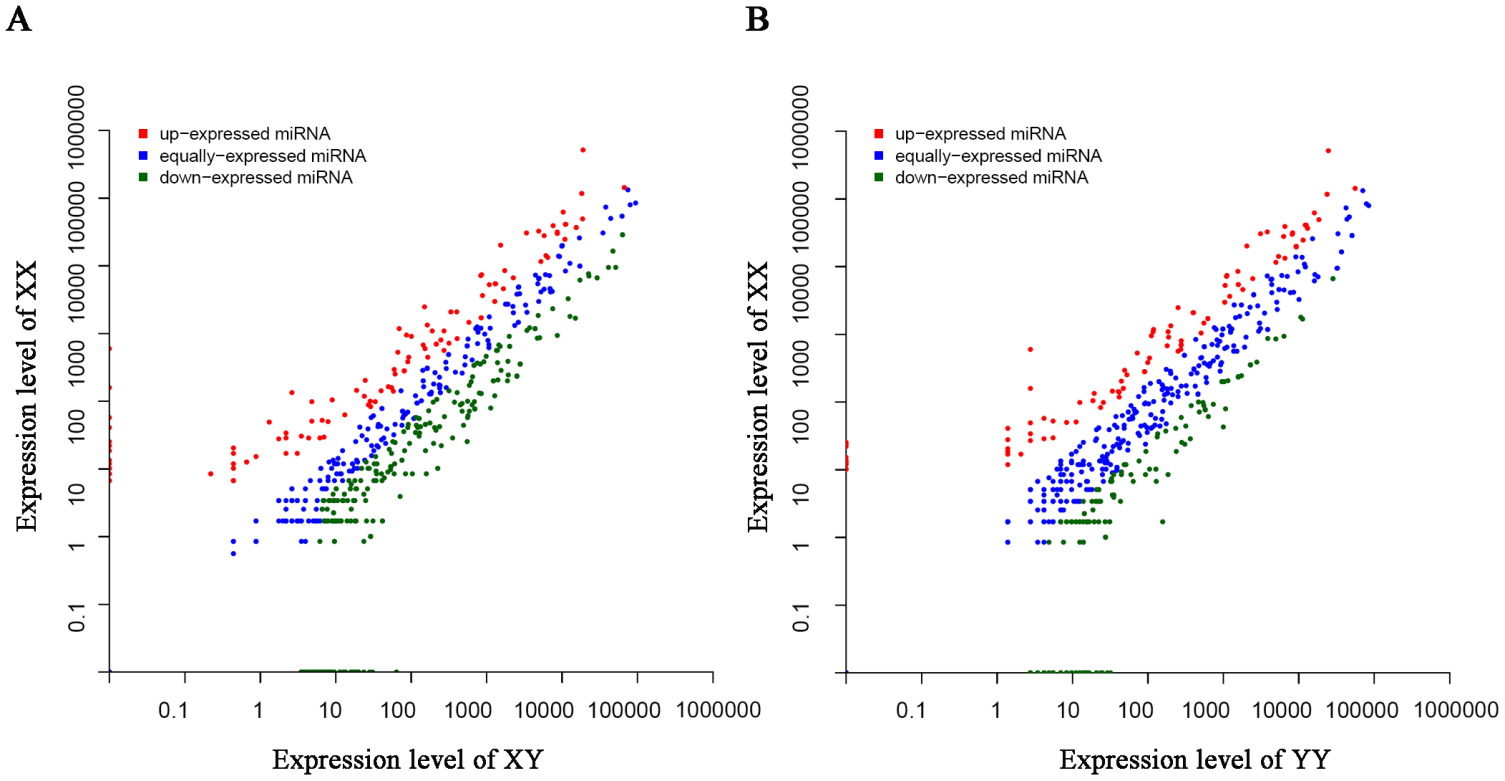
Difference of miRNA expression between ovary and testis. (A) Scatter plot of miRNA expression levels in XX ovary and XY testis. (B) Scatter plot of miRNA expression levels in XX ovary and YY testis. Each point represents a miRNA. The X and Y axes show the normalized expression (NE) of miRNAs in each gonad tissue.

### miRNAs differentially expressed between XY testis and YY testis, and their potential roles for testis development

In Figure 2, we observed 43 and 20 miRNAs only expressed in XY or YY testis transcriptomes respectively, which suggests that testes with different genotypes own divergent miRNA expression patterns. 

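At 1 read or more, 61 miRNAs were detected in XY testis and not in YY testis, with a median of 5 reads in XY testis, and 13 of them had 10 reads or more. In YY testis and not in XY testis, 23 miRNAs were detected, with a median of 3 reads and at most 12, and 1 of them had 10 reads or more. Of these sets, 19 and 6 miRNAs have an NE above 0 in Table S4 in the library where less than 1 read was matched to them here. The miRNA reads of XY testis (4527820) exceeded those of YY testis (1283923), where 1 read stands for 0.779 RPM. From the miRNAs found in only 1 of the testis libraries, the paper proposes that testes of different genotypes have divergent miRNA expression patterns.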

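Both testis libraries held reads of 373 miRNAs, of which 367 were tested. Of these, 344 (93.7%) did not pass both thresholds, and 306 (83.4%) had a log2 fold change between -1 and 1. Those outside that range that did not pass had an adjusted p of 0.05 or more in Fisher's exact test. The log2 fold change of YY testis against XY testis was -0.16 for miR-26a-5p, -0.22 for let-7g-5p, -0.51 for miR-200a-3p, -0.22 for miR-200b-3p and 0.12 for miR-103-3p. With scaling to high quality reads, the value of miR-103-3p changed sign, to -0.35.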

Subsequently, we compared the expression levels of 410 co-expressed miRNAs between XY and YY testis (Table S5), and found a similar expression level for 93% co-expressed miRNAs, such as 5 dominantly expressed miRNAs, miR-26a, miR-7g, miR-200a, miR-200b and miR-103. Furthermore, 28 miRNAs were differently expressed, including 16 up-regulated and 12 down-regulated miRNAs in the YY library when compared with the XY library (Figure 4). 

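Between the testis libraries, 23 miRNAs passed both thresholds, 14 up-regulated and 9 down-regulated in YY testis. Fisher's exact test without correction moved this number most, to 37, with 27 up-regulated and 10 down-regulated. Scaled to high quality reads, 8 were up-regulated and 23 down-regulated. Among those with at least 100 reads, the largest rise was that of miR-novel98, from 177 to 1438 reads (log2 fold change 4.84), followed by miR-1246-3p (2.76) and miR-728-3p (2.17). The largest falls were those of miR-novel96 (-2.58), miR-216a-5p (-2.44) and miR-216b-5p (-2.19), the last from 2914.5 to 181 reads (adjusted p = 1.3e-134 from Fisher's exact test). Some miRNAs named in Figure 4 changed without passing both thresholds, among them miR-16-5p (log2 fold change 1.07, 47 and 28 reads), miR-212-5p (-0.90) and miR-429b-3p (-0.86). Of the others in that figure, miR-novel21, miR-novel31 and miR-novel78 were not tested, because no reads of XY testis were matched to them. In YY testis miR-novel31 had 5 reads, and no reads were matched to miR-novel21 and miR-novel78.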

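Expression of miR-141-3p was 2428 RPM in XY testis (95% interval 2383 to 2473) and 925 in YY testis (874 to 979), a log2 fold change of -1.39 (adjusted p = 3.9e-280, Fisher's exact test with Bonferroni correction). It passed both thresholds under each scaling and count definition tried. The sequence listed as miR-141-3p is the first 21 bases of miR-200a-3p, which has 23 bases and whose log2 fold change was -0.51. For miR-429-3p, with 3865.5 reads in XY testis and 661 in YY testis, the log2 fold change was -0.73. It was -0.51 for miR-429a-3p and -0.86 for miR-429b-3p, and these members did not pass the fold-change threshold. Both miR-429-3p (-1.20) and miR-429b-3p (-1.33) passed it with scaling to high quality reads.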

Expression of several miR-200 family members, such as miR-141 and miR-429 were lower in YY testis than in XY testis.

**Figure 4:**
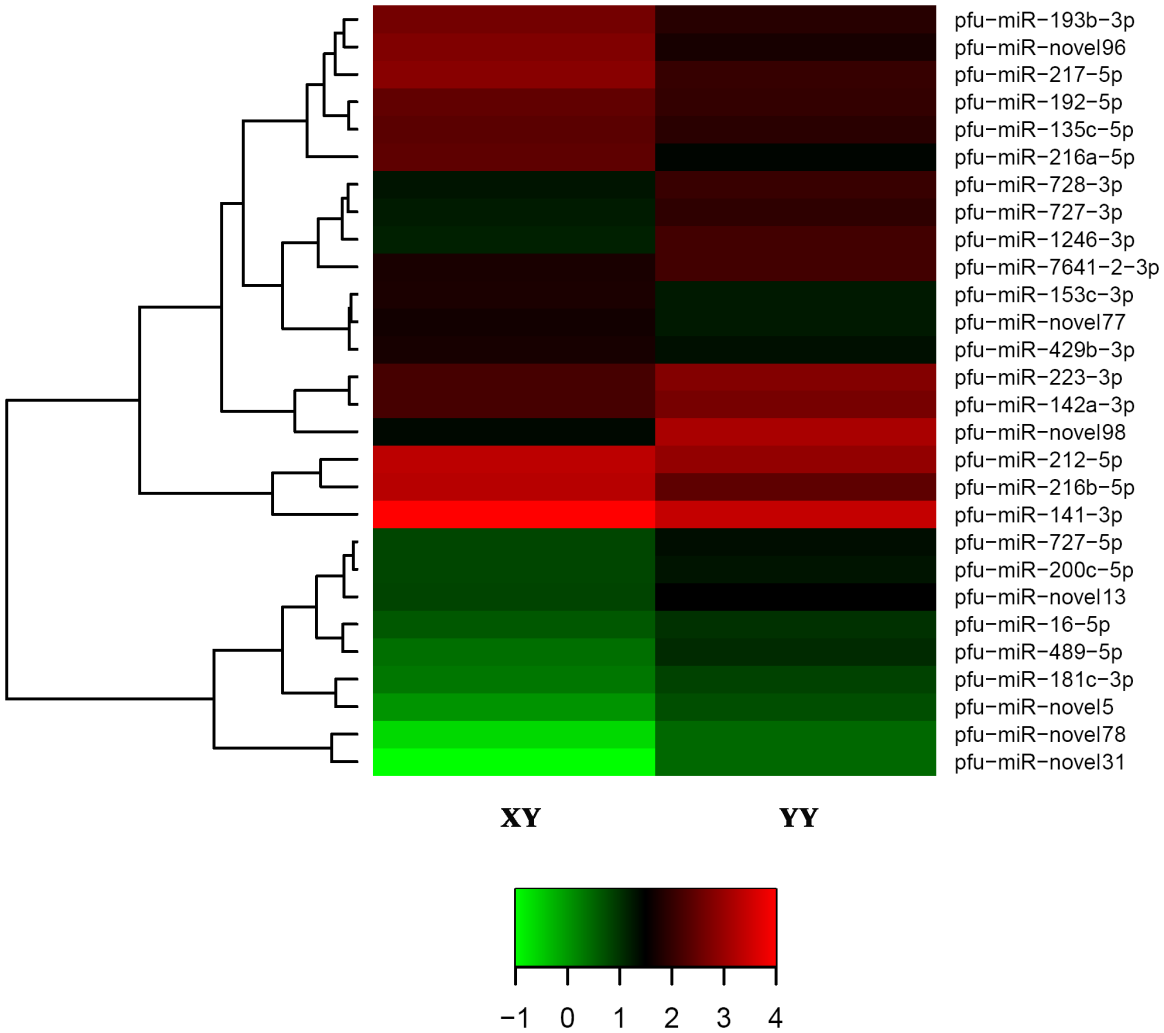
Hierarchical clustering of miRNAs differentially expressed between XY testis and YY testis. The heat map was drawn with log_10_NE of each miRNA. Green, black and red indicate low frequency, middle and high frequency miRNA cloned in the library. Color map is used to distinguish the difference of expression.

Histological evaluation based on hematoxylin and eosin (HE) staining was performed on testis of XY and YY yellow catfish with similar size at one-year old (males usually mature about 2 years old) (Figure 5). In each field of vision under microscope, we figured out that spermatogenic cyst in YY testis is 25.8% larger than that in XY testis (P<0.001). Meanwhile, it was obvious that more spermatid and less spermatocyte in spermatogenic cyst of YY testis compared with XY testis, suggesting that the degree of testis maturity in YY super-male exceeds XY male yellow catfish. For the cystic mode of spermatogenesis in teleost fishes, germ cell number and volume greatly increase per cyst during the process of testis development [31], [32].

**Figure 5:**
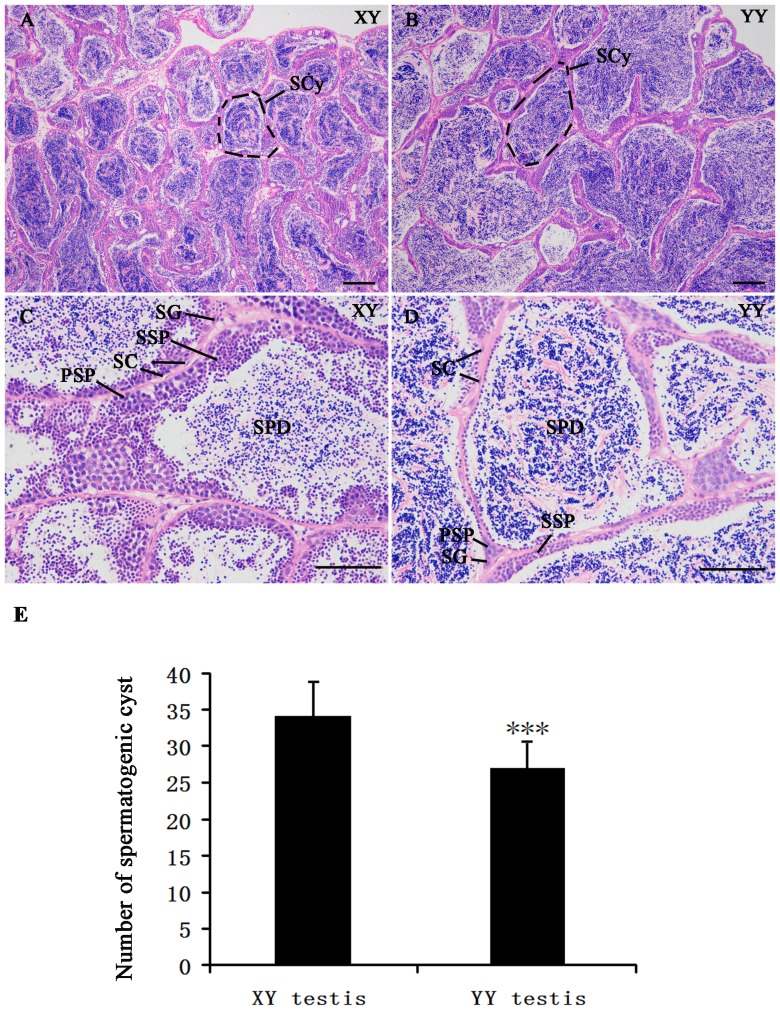
Histological section analysis of testis structure in yellow catfish with hematoxylin and eosin staining. (A–D) A and C—XY testis. B and D—YY testis. Scale bars: 200 µm (A and B), 100 µm (C and D). SC: sertoli cells, PSP: primary spermatocyte, SSP: second spermatocyte, SCy: spermatogenic cyst, SPD: spermatid, SG: spermatogonia. (E) Quantification of spematogenic cyst in XY testis and YY testis. The data represents number of spematogenic cyst in each figure at 200 µm scale bar (39 pictures for each tissue from three individuals). ***p<0.001.

In order to investigate whether miRNAs play some roles in testis development, we checked the expression of miR-200 family members in testis treated with high dose of estrogen that would impair testis development and cell proliferation [33]. Expression of five miR-200 family members (200a-3p, 200b-3p, 200c-3p, 141-3p, 429b-3p) was significantly up-regulated at 12 h, and were gradually rising to a higher value at 96 h after EE2 treatment compared to the expression of control group (Figure 6).

**Figure 6:**
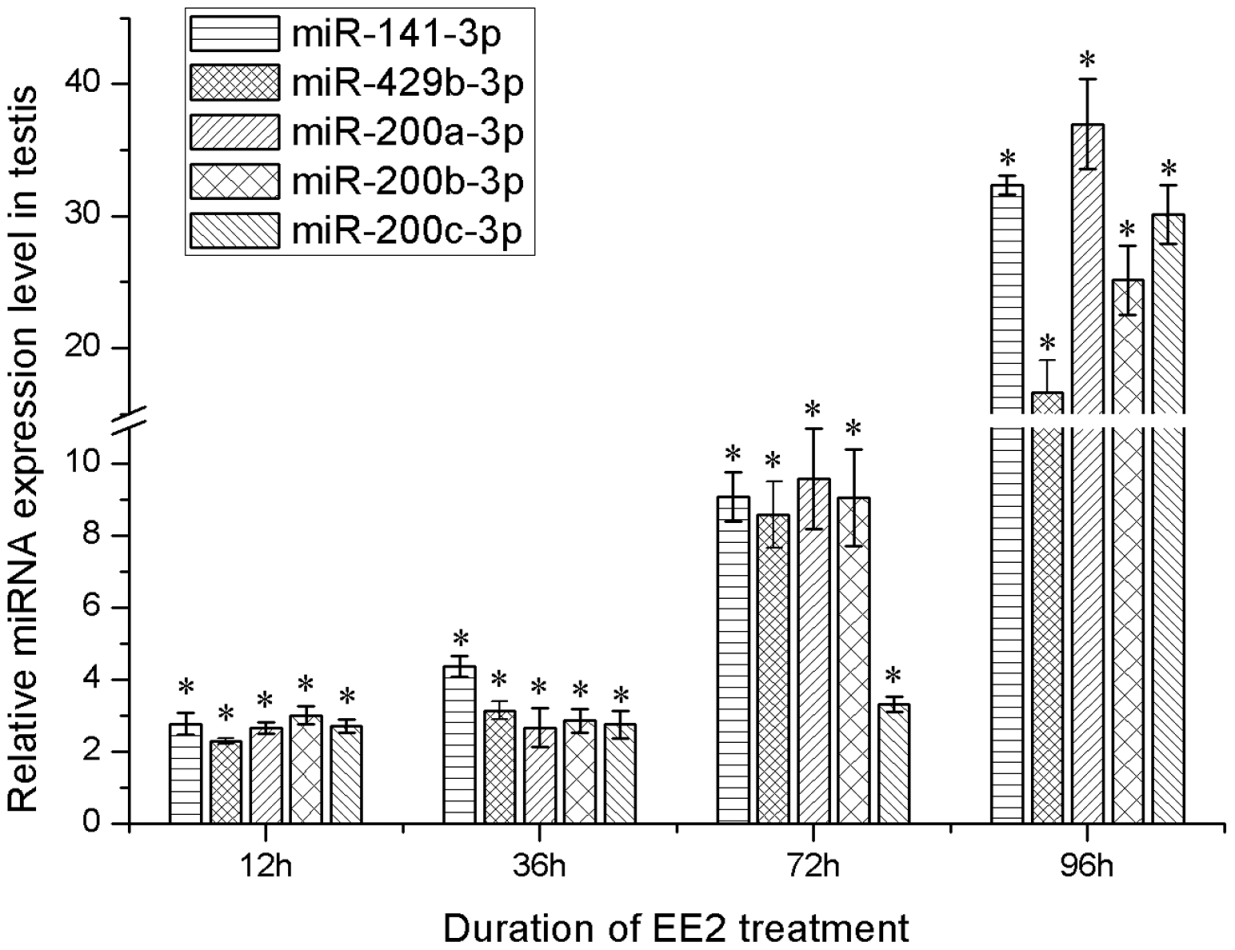
Relative expression of miR-200 family members in testis after EE2 treatment. The ratio of miRNAs to 5.8 s in control groups was set to 1 in every time point, and EE2 treated groups were normalized to this ratio of corresponding control group. *p<0.05.

### Quantitative RT-PCR validation

To verify the Solexa sequencing data, nine co-expressed miRNAs were randomly selected and determined using quantitative RT-PCR (qRT-PCR) (Figure 7). 

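In the sequencing data, the miRNAs named as higher in XX ovary had log2 fold changes in XY testis of -2.72 for miR-16-5p, -1.63 for miR-21-3p, -1.92 for miR-462-5p and -1.40 for miR-731-3p. In YY testis, the values were -1.65, -1.51, -1.13 and -0.77. The miRNAs named as higher in XY testis had log2 fold changes against XX ovary of 2.46 for let-7g-5p, 1.79 for miR-26a-5p, 3.16 for miR-135c-5p, 2.63 for miR-193b-3p and 2.79 for miR-200b-3p. In YY testis, these were 2.24, 1.63, 2.02, 0.77 and 2.57 in the same order, and miR-193b-3p (adjusted p = 1, Fisher's exact test) did not pass the thresholds and fell to -0.35 with median-of-ratios scaling. The smallest totals over the libraries were those of miR-16-5p, with 127 reads in XX ovary, 47 in XY testis and 28 in YY testis, and of miR-193b-3p, with 57, 857 and 67 reads. More frequent in each library were miR-16a-5p, miR-16b-5p and miR-16c-5p, which did not share the fall of miR-16-5p. Their log2 fold changes against XX ovary were 1.45, -0.05 and 1.49 in XY testis, and 1.57, 0.53 and 1.85 in YY testis.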

The nine miRNAs includes four miRs (miR-16-5p, miR-21-3p, miR-462-5p, miR-731-3p) relatively high expressed in XX and five miRs (let-7g-5p, miR-26a-5p, miR-135c-5p, miR-193b-3p, miR-200b-3p) relatively high expressed in XY. 

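For miR-727-5p, sequencing gave 5 reads in XX ovary (2.69 RPM, 95% interval 1.15 to 6.30), 59 in XY testis (13.0, 10.1 to 16.8) and 51 in YY testis (39.7, 30.2 to 52.2). Its log2 fold change was 2.28 in XY testis and 3.88 in YY testis against XX ovary, and 1.61 between the testis libraries, with adjusted p-values of 0.0152, 1.4e-12 and 8.1e-06 from Fisher's exact test. With median-of-ratios scaling, XY testis no longer passed against XX ovary (1.09).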

The relative expression levels of eight miRNAs were consistent with the Solexa sequencing results, except a slight inconsistency of miR-727-5p. It is possible that the primers used for qRT-PCR can bind miRNA species with a few mismatches that were not considered by the bio-informatics analysis.

**Figure 7:**
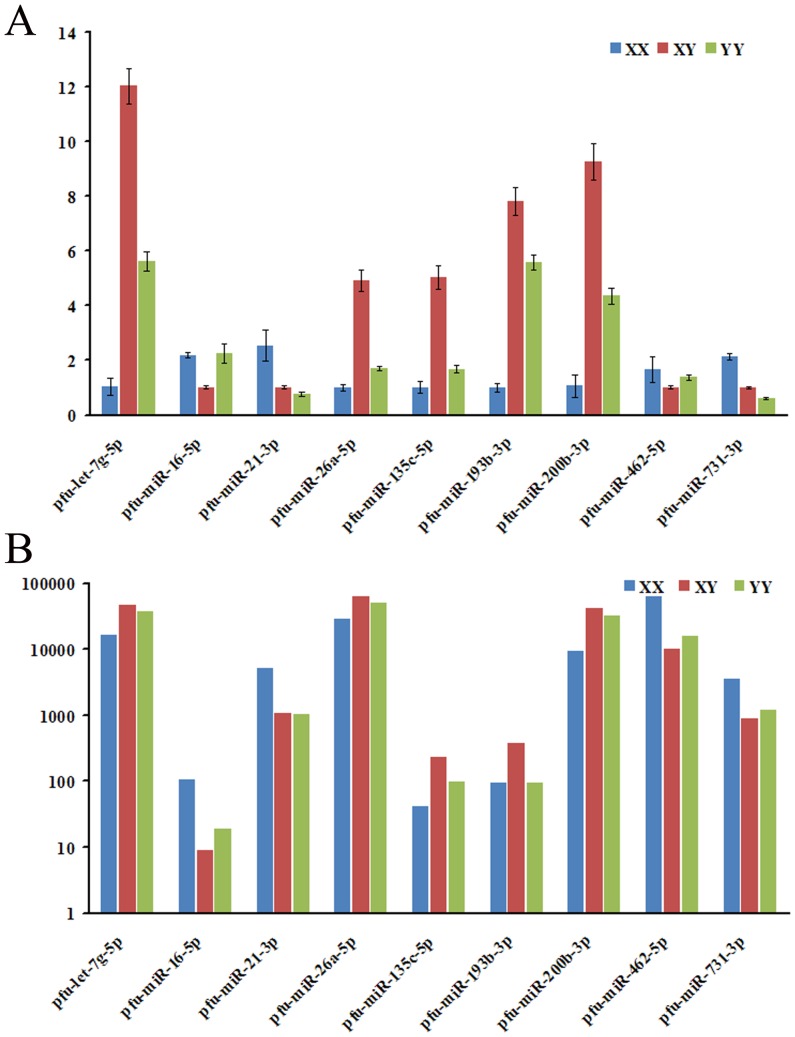
qRT-PCR validation of differentially expressed miRNAs between XX ovary, XY and YY testis with solexa sequencing technology. (a) Profile of relative expression of miRNAs by qRT-PCR; (b) Profile of sequencing frequencies for miRNAs with normalized expression (NE) data.

## Discussion

Yellow catfish, one of the important economical fish in China, displays significant growth difference between male and female. Recently, YY super-male yellow catfish has been created and applied to massive all-male breeding by molecular assisted technology. To explore miRNAs that express differentially between different sexes and understand the roles of miRNA in gonad development, we characterized the gonad transcriptome of yellow catfish and identified 384 conserved miRNAs and 113 potential novel miRNAs.

Interestingly, there are more abundant reads of piRNAs homologue in XX ovary compared with XY and YY testis (Figure 1). Meanwhile, the proportion of piRNAs was higher in XX ovary than in XY and YY testis. Atlantic Halibut (*Hippoglossus hippoglossus*), a fish with an XY sex-determining system, also has a considerable enrichment of piRNAs in ovary compared with that in testis by SOLiD sequencing. However, there is no obvious typical miRNA peak in gonad of Atlantic Halibut [34], [35]. In the miRNA transcriptome of Nile Tilapia by Solexa sequencing, there are both typical miRNA and piRNA peaks [36]. Female enriched piRNAs have been revealed to be derived from W chromosome [37], suggesting that there may be more piRNA derived from X chromosome than Y chromosome in yellow catfish. tRNA-derived small RNAs have been revealed to be accounted for the majority of the 30–34 nt small RNA population that are enriched in mature mouse sperm, but not in adult testes and uterus [38]. However, the length distribution of analyzed reads in our libraries is 15–30 nt, and the dominant reads were 22–23 nt and 26–28 nt that represents miRNAs and piRNAs. These indicated that tRNA-derived small RNAs are not abundantly existed in our libraries constructed from immature gonads, and should be included in the types of tRNA sequences, not in nohit group (Figure S1).

In view of different expressed miRNA between XX ovary, XY and YY testis (Table S4), the expression pattern of some miRNAs between ovary and testis are consistent among several vertebrates. As in yellow catfish, miR-143 was also a dominant miRNA detected in both ovary and testis of bovine and porcine [11], [39]. We observed that miR-21-5p, miR-21-3p and miR-462-5p, the most abundant miRNAs in XX ovary that have more than 4-fold expression in XX ovary as compared to XY testis and YY testis (Table S5). Similar expression difference of miR-21 was also observed in ovary and testis of holstein cattle and adult mouse by solexa sequencing [11], [40]. MiR-21 has been widely known for its anti-apoptotic function in many cancers and been shown to block the apoptosis of granulose cells in ovary [41]. Besides, the expression of has-miR-21 was up-regulated when the mouse granulose cells and human endometrial stromal cells or glandular epithelial cells were treated with the ovarian steroids [42], [43]. MiR-462 has only been detected in fish species such as zebrafish, channel catfish and blunt snout bream [44]–[46]. Moreover, miR-462 was differentially expressed during vitellogenesis in zebarfish [45]. The expression level of some miRNAs in ovary are always correlated with their biological function during ovarian development [47]. Together, these findings suggested that miR-462 and miR-21 may play a particularly important role in ovary development.

YY super-male yellow catfish provides a unique model for fish testis development. HE histological evaluation shows that the degree of testis maturity in YY super-male exceeds XY male yellow catfish with same age. It was noticeable that miR-200 family members including miR-200a/b/c and their star sequences, miR-141 and miR-429/429a/429b all have a male-biased expression. 

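Beyond miR-200a, miR-200b and miR-200c, the log2 fold changes of XY testis and YY testis against XX ovary were 3.47 and 2.74 for miR-429-3p, 4.07 and 3.56 for miR-429a-3p, and 4.84 and 3.97 for miR-429b-3p, which had 2.33 reads in XX ovary. For miR-141-3p they were 2.06 and 0.66, and the latter did not pass the fold-change threshold. With median-of-ratios scaling, miR-141-3p no longer passed it in XY testis (0.87) and was lower in YY testis than in XX ovary (log2 fold change -0.45). Under that scaling, 7 of the 10 tested family members passed both thresholds in YY testis against XX ovary, compared with 8 in RPM. The star sequence miR-141-5p had 1.5, 17.5 and 3 reads in the XX, XY and YY libraries. Reads that fit more than 1 precursor were split by the authors' counting, so the values of miR-429a and miR-429b, and of miR-200a and miR-141, are uncertain.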

Most miR-200 family members in yellow catfish have more normalized reads in XY testis than YY testis. 

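Expression was lower in YY testis than in XY testis for 10 of the 13 family members and higher for 3, namely miR-200b-5p (log2 fold change 0.22, but -0.24 when scaled to high quality reads), miR-200c-5p (1.48) and miR-429b-5p (10 reads in XY testis and 8 in YY testis). Among the lower members, miR-429a-5p had 11 reads in XY testis and 2 in YY testis, and miR-141-5p had 17.5 and 3. The log2 fold change of miR-200a-5p was -0.13. For these members the direction is uncertain. Only miR-141-3p passed both thresholds. The median log2 fold change was -0.51 (95% interval from resampled reads -0.52 to -0.20), below all of 10000 random lists of as many miRNAs matched on mean expression, whose medians centred on 0.08. Scaling to high quality reads moved it most, to -0.97. The random lists drew miRNAs separately, while family members share precursors or sequence and move together. The place of the family among these lists can therefore look more extreme than that of unrelated miRNAs.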

Recent studies demonstrated that miR-141 is mainly expressed in the reproductive system, and gradually decreased during male germ cell development and in neonatal spermatogonia [48], [49]. In testicular tissue of asthenozoospermia and oligoasthenozoospermia patients, miR-141 and -429 were significantly increased compared with normozoospermic men [50]. Another study also detected up-regulation of miR-141 and -429 in seminal plasma of non-obstructive azoospermia patients compared with fertile controls. The expression profile of miR-141 and miR-429 was inversely associated with their methylation status [51]. All above data suggested that miR-141 and -429 are correlated with normal testis development and spermatogenesis in human.

Based on previous estrogen treatment studies, the dose of EE2 (10 ug/g body weight) was considered as a relative high concentration [33], [52], [53]. Under high dose of EE2 treatment, testis development and spermatogenesis is impaired, including inhibition of spermatogonia proliferation and differentiation, apoptosis of undifferentiated spermatogonia and reduction of seminal fluid volume [31], [54]–[56]. The increased expression of miR-200 family members in male testis were observed after estrogen treatment, indicating that miR-200 family might play a role in inhibiting spermatogenesis. Recent studies indicated that miRNAs play an important role in early male germ cell proliferation and late spermatogenesis [49], [57]. Hence, the relative low expression of miR-200 family members in YY testis may imply that their important function during testis development and spermatogenesis in yellow catfish. 

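In the counts used here, the family's median log2 fold change between YY testis and XY testis was -0.51. It was -1.39 for miR-141-3p and -0.22 for miR-200b-3p. From the lower expression in YY testis, which it describes as more mature at the same age, and from the rise of family members after estrogen treatment, the paper proposes a function of the miR-200 family in testis development and spermatogenesis.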

Identification of potential targeting gene and further functional studies are needed to examine the role of miR-200 family members and other differently expressed miRNAs between XY and YY testes. In addition, further characterization of these conserved miRNAs could contribute to a better understanding of the molecular mechanisms of miRNA in teleost gonad development.

## Supporting Information

Figure S1 Composition of non-coding RNAs mapped to RFam among the total sequence reads (A, B and C) and unique sequence reads (D, E and F) in the XX, XY and YY library, respectively.
(TIF) Click here for additional data file.

Table S1 **Overview of reads from raw data to high quality reads.**
(XLS) Click here for additional data file.

Table S2 **Group category of small RNA in the three libraries.**
(XLS) Click here for additional data file.

Table S3 **Repeat sequence category of three small RNA libraries.**
(XLS) Click here for additional data file.

Table S4 **Information of conserved miRNAs & novel miRNAs in three sequenced small RNA libraries.** NE = Actual miRNA count/Total count of clean reads * 1,000,000.
(XLS) Click here for additional data file.

Table S5 **Abundance and differential expression of co-expressed miRNAs in every two libraries.** Fold change = log2 (sample 1 NE/sample 2 NE); Expression Level: High (The number of reads in the following reported miRNAs is higher than the average copy of the data set), Middle (The number of reads in the following reported miRNAs is higher than 10 and less than average copy of the data set), Low (The number of reads in the following reported miRNAs is less than 10).
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

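Small RNA of XX ovary, XY testis and YY testis of yellow catfish was sequenced by the authors as 1 library per genotype, from the pooled RNA of 4, 4 and 3 fish. All 3 deposited tables were used, and their conditions were taken from the sample labels.

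The authors trimmed the reads, removed junk and known RNA of other types, and mapped the rest to miRBase precursors and the zebrafish genome with ACGT101-miR. The tables deposited by the authors hold raw read counts without normalization. A column of whole-number counts gives the copies of each printed sequence, and another, with the reads of a whole cluster of sequences, was not used here. Fractional counts give the reads of the precursor arm and are split evenly where the same reads fit several precursors. Each library's counts summed to 1857845 (XX ovary), 4527820 (XY testis) and 1283923 (YY testis), and these sums were the depth used. Sequences outside the miRNA groups were not analysed here.

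The 497 miRNAs of Table S4 were joined to the tables by sequence. Reads of a miRNA were summed over the precursors that print its sequence and over the same arm of these precursors where a library prints another isoform. Failing that, an overlapping precursor with the same arm and at least 16 shared consecutive bases was taken. Sequences listed for another miRNA were never taken. Names that Table S4 lists with 2 sequences were kept apart. No deposited sequence was matched for 25 miRNAs with an NE above 0 in XX ovary, 17 in XY testis and 31 in YY testis. Dividing the NE of Table S4 by the reads of miRNAs with a single precursor gave what 1 read is worth there, 1.69 in XX ovary, 0.440 in XY testis and 1.39 in YY testis. With these factors, the largest precursor of 92.1%, 92.4% and 93.7% of the matched miRNAs was within 2% or 1 read of the count that Table S4 implies.

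NE was computed as reads per 1000000 miRNA reads of the library (RPM), as the methods describe. The legend of Table S4 gives the total of clean reads as the denominator instead, and scaling to high quality reads was tried as an alternative. A miRNA was detected at 1 read or more. Libraries were compared with Fisher's exact test (two-sided, counts rounded to whole reads) of each miRNA's reads against all other miRNA reads, over miRNAs with reads in both libraries and an NE of at least 1 in one of them, with Bonferroni correction over the miRNAs tested. A miRNA was called at an adjusted p under 0.05 and a log2 fold change above 1 or below -1. P-values too small for double precision are given as 0 in the results and are not printed. No p-value across miRNAs is given. The miR-200 family was described by its median log2 fold change, with an interval from 10000 resamplings of the reads and a percentile among 10000 random lists in which each member was replaced by one of the 20 miRNAs nearest to it in mean expression. Shares have Wilson 95% confidence intervals, and the floor is 3 reads of the library's total.

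The miRNAs whose expression is given at the results were chosen by a rule fixed before the data were examined. They are every miRNA the paper names for its sequencing results, in its text or in Figs 4 and 7b, and in each comparison the 3 largest rises and the 3 largest falls among called miRNAs with at least 100 reads over the 2 libraries. Outside this rule, the most frequent members of the sets found in a single library, the pairs of a shorter and a longer miRNA, and miR-24b-3p, compared with Table S5, were named after the data were seen.

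The comparison was tested on simulated reads, drawn from the means and depths of the libraries with 200 miRNAs changed 4-fold. Among changed miRNAs with at least 10 expected reads in each library, 96.4%, 99.2% and 94.5% were called in the right direction in the comparisons XY/XX, YY/XX and YY/XY, and 0 of the 218, 210 and 217 unchanged ones tested were called. The simulated reads held counting error only, around a mean shared by both libraries, with as many rises as falls. They could not show false calls from a spread between libraries or from uneven scaling, which the real libraries may have.

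The alternatives, fixed at the same time, were detection at 3 or 10 reads, thinning to the smallest library, summing all sequences named after a miRNA, scaling to high quality reads, by the median of ratios or without miR-146a-5p, no correction, Benjamini-Hochberg adjustment, a chi-squared test, at least 10 reads in each library, and no filter with 0.01 in place of 0. The single largest precursor of each miRNA and the scaling recovered from Table S4 were added after the data were seen. The histology and the qRT-PCR experiments were not analysed here. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.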

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

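All tests in this part were chosen after the results were seen.

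The libraries held reads that the authors' mapping named after miRNAs of a large cluster known from placental mammals, which the paper does not discuss. They made up 1067 RPM in XX ovary under 40 names, 216 in YY testis under 29 names and 55.5 in XY testis under 33 names, above the value of 3 reads in each library. In each library 100% of them lay in the groups without a match in the zebrafish genome. The choice of names fixed this in advance, so it does not separate catfish reads from foreign ones. If they were catfish reads misnamed through sequencing errors, most would differ from the known miRNA by a substitution, but 91.6% of those in XX ovary matched without one. A second marker was the form of miR-21-5p that the mapping named after tetrapods, which differs from the fish form. It made up 1.37% of the miR-21-5p reads in XX ovary (95% interval 1.31 to 1.44%), 0.579% in YY testis and 0.364% in XY testis. In RPM it was higher in XX ovary than in XY testis by 3.93 on the log2 scale, against 4.26 for the cluster. The values are in line with reads from another organism, most of all in XX ovary, a candidate explanation found and tested on the same data. No biological explanation was tested.

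A pair of sequences assigned to predicted hairpins of the zebrafish sequence is not in Table S4 although it was frequent in the testis libraries. TCTTCACACCACTGAAATCTGA had 685 RPM in XY testis and 1141 in YY testis, against 54.4 in XX ovary (95% interval 44.7 to 66.1). TATGTAAGGATCACGGGCCGGTTGCCT, of 27 nt, had 691 in XY testis and 1058 in YY testis, against 76.4 in XX ovary. In YY testis they would rank 84 and 86 among the listed miRNAs. In RPM, the pair together was higher in XY testis than in XX ovary by 3.40 on the log2 scale, and higher in YY testis than in XX ovary by 4.07. These ratios are already scaled for depth and restate the difference, so they are no separate test of a technical cause, and none was settled. Whether the reads come from miRNAs or from another class of small RNA, and whether the difference between ovary and testis would recur in further libraries, was not tested.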

How the results depend on the processing

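The scaling recovered from Table S4 and the use of the single largest precursor per miRNA were chosen after seeing the data. No paired analysis was possible because each genotype was sequenced as 1 pooled library.

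Conserved and predicted miRNAs taken as 1 list, the number detected in each library, in all 3 and in both testis libraries but not XX ovary stayed within 1.5 times the reported number under each detection alternative. The sets found only in XX ovary (11) and only in YY testis (1) did not with a minimum of 10 reads. Nor did the predicted miRNAs on their own, of which 11 were then detected in XX ovary, 37 in XY testis and 14 in YY testis. XX ovary had the fewest miRNAs under each detection alternative, from 255 to 380. XY testis had the most when 1 choice was changed at a time, from 337 to 443. It did not when thinning was combined with a minimum of 3 reads (343 against 351 in YY testis) or 10 reads (274 against 275). Thinning was 1 random draw without a spread, so 274 against 275 does not order these libraries. Depth limits the sets found in a single library, and so does the matching of Table S4 to the deposited sequences. The matching left 25 miRNAs with an NE above 0 without reads in XX ovary, 17 in XY testis and 31 in YY testis. By the counts that Table S4 implies, the largest of these had 356, 50 and 35 reads. An absence here can therefore be a failed match of an expressed miRNA.

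The total number of differentially expressed miRNAs ranged from 156 to 214 for XY/XX and from 130 to 190 for YY/XX. Its split by direction depended on the scaling. With median-of-ratios scaling, 70 were up-regulated and 88 down-regulated for XY/XX, and 69 and 61 for YY/XX. With the scaling of Table S4, 89 were up-regulated and 49 down-regulated for YY/XX. Scaled to high quality reads, 16 were down-regulated for XY/XX, and 8 up-regulated and 23 down-regulated for YY/XY. Without correction, 37 miRNAs passed for YY/XY, 27 of them up-regulated. Which scaling is right for these libraries was not tested.

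The median log2 fold change of the miR-200 family kept its sign in each comparison under each scaling and count definition. For XY/XX, YY/XX and YY/XY it was 3.77, 3.02 and -0.97 with scaling to high quality reads, 1.76, 1.54 and -0.59 with median-of-ratios scaling, and 2.29, 1.85 and -0.66 with the scaling of Table S4. Without miR-146a-5p in the totals it was 2.70 for XY/XX and 2.42 for YY/XX, and with all sequences named after a member it was 2.78 for XY/XX.

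Of 86 log2 fold changes of named miRNAs, 66 kept their direction and their side of the thresholds under each scaling and count definition that gave a value. The other tests, corrections and read filters were not run for single miRNAs. A value lost the threshold in 15 cases, gained it in 10 and changed sign in 7, counting a miRNA once for each alternative that changed it. Those that changed sign did not pass the thresholds in the reported values. With median-of-ratios scaling, YY/XX became -0.45 for miR-141-3p and -0.35 for miR-193b-3p. With the scaling of Table S4, they were -0.15 and -0.0445, and YY/XY of miR-103-3p was -0.0428. Scaled to high quality reads, YY/XY was -0.24 for miR-200b-5p and -0.35 for miR-103-3p. Each of these changes of sign follows from the constant by which a scaling shifts all log2 fold changes of a comparison, -1.12 for YY/XX with median-of-ratios scaling, -0.81 for YY/XX and -0.16 for YY/XY with the scaling of Table S4, and -0.47 for YY/XY with high quality reads. The values that lost or gained the threshold under a scaling were shifted by a constant in the same way. For the changes under another count definition, the cause was not tested.

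The share of sequences of 22-23 nt among those assigned to miRNA precursors was 39.5% in XX ovary, 20.2% in XY testis and 28.1% in YY testis when each distinct sequence was counted once, and 81.7%, 74.3% and 73.0% of the reads of sequences with at least 10 reads. For 26-28 nt the shares were 7.82%, 4.40% and 5.10% of distinct sequences and 0.159%, 0.103% and 0.132% of those reads.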

Differences from the paper's values

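Of 29 values of the paper's text compared here, 2 differed by more than 1.5 times. Only in XY testis, 48 miRNAs were detected against the paper's 30. Of the alternatives set before the data were examined, thinning to the smallest library (38) and summing all sequences named after a miRNA (42) came within 1.5 times the paper's number, and minimums of 3 or 10 reads did not. In YY testis against XX ovary, 26 miRNAs were down-regulated against the paper's 54. Median-of-ratios scaling (61) came within 1.5 times that number and the other alternatives set before the data were examined did not. The scaling recovered from Table S4, chosen after seeing the values, gave 49.

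Of 18 log2 fold changes compared with Table S5, 17 differed by more than the counting error. Both sets of values come from the same reads, so the counting error is only a yardstick here, and a wider one at low counts. The scaling recovered from Table S4 shifts all values by a constant, -0.65 for XY/XX, -0.81 for YY/XX and -0.16 for YY/XY. For XY/XX, the value was -4.10 against the paper's -4.75 for miR-146a-5p, -2.00 against the paper's -2.68 for miR-21-5p, -1.63 against the paper's -2.28 for miR-21-3p and -1.92 against the paper's -2.57 for miR-462-5p. It was 3.09 against the paper's 2.44 for miR-200a-3p, 2.79 against the paper's 2.14 for miR-200b-3p and 3.21 against the paper's 2.56 for miR-200c-3p. For YY/XX, the value was -3.57 against the paper's -4.38 for miR-146a-5p, -1.46 against the paper's -2.29 for miR-21-5p, -1.51 against the paper's -2.32 for miR-21-3p and -1.13 against the paper's -1.94 for miR-462-5p. It was 2.58 against the paper's 1.77 for miR-200a-3p, 2.57 against the paper's 1.76 for miR-200b-3p and 2.99 against the paper's 2.18 for miR-200c-3p. None of the alternatives set before the data were examined closed the gap for these values. With the scaling recovered from Table S4, chosen after seeing the values, each came within the counting error of the paper's value except miR-21-5p (-2.65 for XY/XX and -2.27 for YY/XX).

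For YY/XY, the log2 fold change of miR-141-3p was -1.39 against the paper's -1.55. Median-of-ratios scaling (-1.47) closed this gap and the other alternatives set before the data were examined did not, and the scaling recovered from Table S4, chosen after seeing the values, gave -1.55. For miR-24b-3p, the value was -0.26 against the paper's 1.02 for XY/XX and -0.43 against the paper's 1.89 for YY/XX, from 17.5 reads in XX ovary, 35.5 in XY testis and 9 in YY testis. Scaling to high quality reads (0.56) closed the gap for XY/XX, and none of the alternatives set before the data were examined closed it for YY/XX. The scaling recovered from Table S4, chosen after seeing the values, gave -0.92 and -1.24, farther from the paper's values.

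Table S5 lists 204, 182 and 29 miRNAs as differing for XY/XX, YY/XX and YY/XY, whereas the paper's text gives 28 for YY/XY. Of those in Table S5, 189, 164 and 26 were tested here and 152, 121 and 18 passed both thresholds in the same direction.

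The paper names miR-21 and miR-462 among the most abundant miRNAs of XX ovary; here miR-21-5p ranked 3 and miR-462-5p ranked 14. It excepts miR-26a in YY testis from the miRNAs with a large difference between male and female gonads; here miR-26a-5p was 3.09-fold that of XX ovary, and with the scaling recovered from Table S4 its log2 fold change was 0.82. It gives larger ratios of XX ovary to the testis libraries for miR-21-5p, miR-21-3p and miR-462-5p than the 4.00, 3.09 and 3.79 found here against XY testis and the 2.75, 2.85 and 2.19 against YY testis. It counts the star sequence of miR-200c among the members significantly higher in both testis libraries. Here miR-200c-5p had no read in XX ovary, 29 in XY testis and 23 in YY testis. This sequence was not tested against XX ovary, because the test was limited to miRNAs with reads in both libraries. The paper names miR-429 as lower in YY testis. Here miR-429-3p, miR-429a-3p and miR-429b-3p were also lower, at -0.73, -0.51 and -0.86, but by less than the fold-change threshold. With scaling to high quality reads, miR-429-3p and miR-429b-3p (-1.33) passed that threshold. With the scaling recovered from Table S4, miR-429b-3p was at -1.02, the paper's value in Table S5. The paper describes miR-141 as male-biased. Here miR-141-3p passed both thresholds in XY testis against XX ovary (log2 fold change 2.06), though not with median-of-ratios scaling. In YY testis it was higher than in XX ovary but did not pass the fold-change threshold (log2 fold change 0.66, and -0.45 with median-of-ratios scaling).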

Other observations

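The tests of the other precursor arms and of the set of blood miRNAs were chosen before their values were seen; the remaining tests in this part were chosen only after the result was seen.

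The sequence listed as miR-141-3p ends 2 bases before miR-200a-3p and is otherwise the same, so reads of either miRNA can be assigned to the other by the position of their 3' end. Its fall in YY testis was weighed against that. The log2 fold change of miR-200a-3p was -0.51, but this value cannot show whether reads moved to it, since miR-200a-3p had 25856 RPM in XY testis against 2428 for miR-141-3p, whose reads would raise it little. If the 3' ends of reads differed between the libraries, other miRNAs that are the start of a longer one would fall against it as well. Over the 11 other pairs with at least 100 reads in both testis libraries, the shorter miRNA was lower against the longer one in YY testis in 9, with differences of log2 fold changes from -0.89 to 0.21 and a median of -0.17. For miR-141-3p against miR-200a-3p the difference was -0.89, close to that of miR-107a-3p against miR-103-3p (-0.85) and of miR-27d-3p against miR-27a-3p (-0.89), while miR-200c-3p against miR-200b-3p showed -0.01. The pairs share miRNAs and are not independent. The fall of miR-141-3p in YY testis therefore cannot be told apart from reads assigned to miR-200a-3p or from a difference in 3' ends between the libraries, which may account for part of it.

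Fewer miRNAs were detected in XX ovary than in the testis libraries. After thinning to equal depth, XX ovary still had 10.6% fewer than YY testis (354 against 396). Without miR-146a-5p, which took 16.3% of its reads, XX ovary kept 1554393 reads, more than the 1266255 of YY testis. Neither test accounts for the smaller number, but differences between library preparations could not be tested with 1 library per genotype, so a difference between ovary and testis cannot be told apart from one between libraries.

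More miRNAs were higher than lower in XY testis against XX ovary. With median-of-ratios scaling, 44.3% of the calls were higher in XY testis, but that scaling centres the ratios and would give a value near this in any case. With the 10 most abundant miRNAs of each library left out, 14 in all, 73.3% of the 161 calls were higher in XY testis, so the most abundant miRNAs alone do not account for it. Whether most miRNAs were higher in testis, or the scaling of the libraries was uneven, cannot be told from these counts.

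Between the testis libraries, miR-216a-5p, miR-216b-5p and miR-217-5p, which are known from exocrine pancreas, fell in YY testis by similar amounts (log2 fold changes -2.44, -2.19 and -1.98). Pancreatic RNA in XY testis is a hypothesis that these libraries did not settle. The other arms of these precursors had 2 reads in XY testis, too few to tell whether RNA of another tissue (exocrine pancreas) was present, and even with more reads they could not have separated it from a change within the testis. For miR-142a-3p and miR-223-3p, which rose in YY testis (log2 fold changes 1.48 and 1.76) and are known from blood cells, the other arms of their precursors and the red cell miRNAs miR-144 and miR-451 had a median log2 fold change of 0.72, but arms of the same precursor rise together whatever the cause. The red cell miRNAs alone had a median of -0.31, with 0.38 for the 5' arm of miR-144, -0.31 for its 3' arm and -0.83 for miR-451. They differed in sign and none rose as much as miR-142a-3p and miR-223-3p, so more red blood cells alone do not account for the rise. White blood cells were not separated from a change within the testis by these miRNAs, and no further markers of them were tested.

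According to its legend, NE in Table S4 is scaled to clean reads, and according to the methods it is scaled to miRNA reads. Its values imply totals of 593422 reads in XX ovary, 2274063 in XY testis and 719395 in YY testis, whereas the deposited miRNA reads are 3.13, 1.99 and 1.78 times these. Compared with RPM, this shifts each log2 fold change by -0.65 for XY/XX, -0.81 for YY/XX and -0.16 for YY/XY.

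Among reads of the sequences assigned to miRNA precursors, those of 22-23 nt made up 81.6% in XX ovary, 74.1% in XY testis and 72.8% in YY testis, and those of 26-28 nt 0.188%, 0.114% and 0.159%. Reads outside the miRNA groups, which the paper's length distribution includes, were not analysed here.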
